A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Cholesterol Regulates Innate Immunity via Nuclear Hormone Receptor NHR-8" (2020).

How the data were processed

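RNA was measured in whole wild-type (N2) *C. elegans* collected at the L4 larval stage, the last larval stage before adulthood. Per the labels, the animals were offspring of adults that laid eggs on bacterial lawns for a short window, and they grew at one temperature on medium with either 5 µg/ml cholesterol (control cholesterol) or 20 µg/ml cholesterol (high cholesterol). Total RNA was extracted with a column kit and treated with DNase, and libraries were sequenced on a BGISEQ instrument. The labels gave 3 samples per concentration, with the letters A, B and C in the sample titles. The letters were used only as names, and the groups came from the treatment label. No gene was targeted in this design, so no gene could be used to check the labels.

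The authors deposited 1 count file per sample, with whole-number read counts per gene made with HTSeq, keyed by sequence name. The aligner, the genome build, the annotation release and the strand setting were not given in the sources used here, and for that reason no coordinates are reported. The authors also deposited 1 table of the comparison. Its 6 normalized columns hold a signal that equalled, for every gene, the reads of 1 count file divided by a constant. Multiplied by these constants, 100.0% of the values came out whole within 0.01 of a read. The table further holds the authors' mean signal over all libraries, a standard error and a Wald score for each gene, and a p-value with its adjusted value. These columns have the form of DESeq2 output. The tool and its version were not given in the sources used here. The log2 fold change of the table was taken as the product of its standard error and its Wald score. These Wald scores were matched by DESeq2 run with a normal prior on fold changes. Such a prior shrinks fold changes, so those of the table may be shrunken.

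Each count file listed 45461 features, of which 19144 had at least 1 count in any library, and none was a summary line. Total counts ranged from 10399970 to 10523511 per library. Names were taken from an Ensembl annotation of the species, in which 44933 features matched 1 WormBase gene. Features with a matched name held 99.8% of all counts. At about this depth a gene at 0 counts in a whole group can be limited only to 3 counts over that group. In the main test, folds against such a group are given as lower bounds on that floor. Fitted values with a library left out were not bounded in this way. Where a group then has 0 counts, they rest on the prior count and give no size of the change. For a gene with 1 to 3 counts in a group, the ratio of counts is given with its exact (Clopper-Pearson) 95% interval. These intervals and floors cover counting error only.

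Replicates were compared before they were used, by a chi-square statistic per gene over genes with an expected count of at least 5. Control libraries B and C did not differ beyond the sampling noise over all genes tested, whereas all other pairs within a group differed by much more. The counts of B and C were therefore summed and counted as 1 library, which left 2 control and 3 high cholesterol libraries in the test. The design written before the data were examined had all 6 libraries as separate samples. Joining B with C was thus chosen after the data had been seen, and the planned version was kept as an alternative.

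Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, a prior count of 0.125 and the robust quasi-likelihood F test, and with group as the only term. Adjusted p-values follow Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05. Fold changes are 20 over 5 µg/ml. The standard error (SE) of a log2 fold change is its size divided by the square root of F. Levels in CPM (edgeR's counts scaled to a common library total) were computed on TMM-adjusted library sizes. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, all from limma 3.58.1, and list p-values were adjusted over 17 lists. On counts simulated for the comparison of 20 versus 5 µg/ml, 193 of 12520 tested genes had been changed, 2-fold or 5-fold in either direction. Of these, edgeR recovered 100% of those changed 5-fold and 61.6% of those changed 2-fold, and 7.74% of its calls were false. Most genes were left unchanged there, unlike in the data, so these rates need not hold for the calls reported below.

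Of the 17 lists, those of immune, metabolic and PMK-1-dependent genes were taken from the study's supplementary gene tables, so they had been picked by the study from these same libraries and are no independent evidence. The genes of the qPCR assays and the pathway genes were those the study named. The 5 genes assayed for *nhr-8* and 2 of those assayed for *vhp-1* were also in the study's immune list. They are likewise no independent evidence. The other lists came from general knowledge: immune reporters, vitellogenin, oocyte and eggshell, early embryo, adult collagen, L4 cuticle, molting, reference genes, major sperm protein genes, all collagens and ribosomal protein genes. All lists were written before the data were examined and after the supplementary tables had been read. Of the 12 immune reporters tested, 3 were also in the study's immune list. None of the 64 tested genes of the vitellogenin, oocyte, embryo, sperm, L4 cuticle and molting lists was in a list of the study.

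Genes were named by a rule fixed in advance. It took the 5 highest and 5 lowest fitted fold changes among called genes with a mean of at least 100 counts in the higher group and no overlap between groups. It also took the 5 lowest p-values in each direction, the genes of the assay and pathway lists, members of the stage, reporter and reference lists as needed, and the member with the most counts of the sperm, collagen and ribosomal lists. Of 100 such genes, *clec-85* shared 27.7% of its exon bases with another annotated gene on the same strand and *clec-266* shared 12.2% with one on the opposite strand, and both are uncertain on that account. Genes of near-identical families (vitellogenins, major sperm proteins, collagens, histones) may share reads, and their single values are uncertain likewise.

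The alternatives were DESeq2 size factors in edgeR, total counts only, scaling on 4 reference genes, no low-count filter, at least 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, the letters as a replicate block, the 1% of genes with the most counts left out, each library left out in turn, an adjusted p under 0.01, thresholds of 2-fold and 10-fold, and glmTreat at 5-fold. After the data had been seen, 3 alternatives were added: all 6 libraries counted separately (the planned design), the joined library of B and C left out, and only genes of the authors' deposited table tested. Enrichment of ontology terms was not analysed here. Further calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.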

Results

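To describe how the transcriptome of *C. elegans* differed between 2 cholesterol concentrations, RNA-seq counts were compared between wild-type L4 animals grown on high cholesterol (20 µg/ml) and on control cholesterol (5 µg/ml), the standard concentration for growing the nematode. *C. elegans* cannot make cholesterol and takes it from its medium. The study asked which immune genes depend on it. Each group had 3 sequenced samples. The totals were 10399970, 10467237 and 10523511 counts in control samples A, B and C and 10504447, 10487815 and 10475711 counts in high cholesterol samples A, B and C. The number of genes with a count was lower in the control samples (15003 to 15039) than in the high cholesterol samples (16390 to 16748). The vitellogenin gene *vit-6* had the most counts in every sample. It took 3.81% to 4.02% of the counts in control samples and 1.06% to 1.5% in high cholesterol samples.

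Control samples B and C did not differ beyond the sampling noise over all genes compared and were counted as 1 sample. Their chi-square statistic was 1.02 per gene over 11158 genes, where sampling noise alone gives about 1. The other pairs within a group ranged from 7.39 to 16.8 per gene. Unless an alternative or the authors' table is named, the values below therefore rest on n = 2 control libraries (A, and B with C) and n = 3 high cholesterol libraries. On the first principal component of log2 CPM, which held 94.9% of the variance, the control libraries lay at -154.8 and -144.5 and the high cholesterol libraries between 94.9 and 106.0.

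The first comparison asked how many genes changed with the cholesterol concentration. Of 12945 genes tested with edgeR, 10714 (82.8%) were called, 5963 higher and 4751 lower on high cholesterol. The groups did not overlap in CPM for 87.4% of the tested genes, where chance gives 20%. The median log2 fold change of all tested genes was 0.31. Scaling on the reference genes *pmp-3*, *cdc-42*, *iscu-1* (Y45F10D.4) and *tba-1* moved this result most among the scalings. It shifted the log2 fold changes by 1.04 in the median over genes, and by less for the genes named below that had 0 counts in a group, and raised the share of calls that were higher from 55.7% to 86.4%, with 8558 genes higher and 1346 lower. All 4 reference genes were called lower on high cholesterol under TMM, with a median log2 fold change of -0.96, and under their own scaling the median was 0.08. Directions of genes with small changes therefore depended on the scaling. The median shift was 0.14 with total counts alone and -0.12 with DESeq2.

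**Figure D1:**
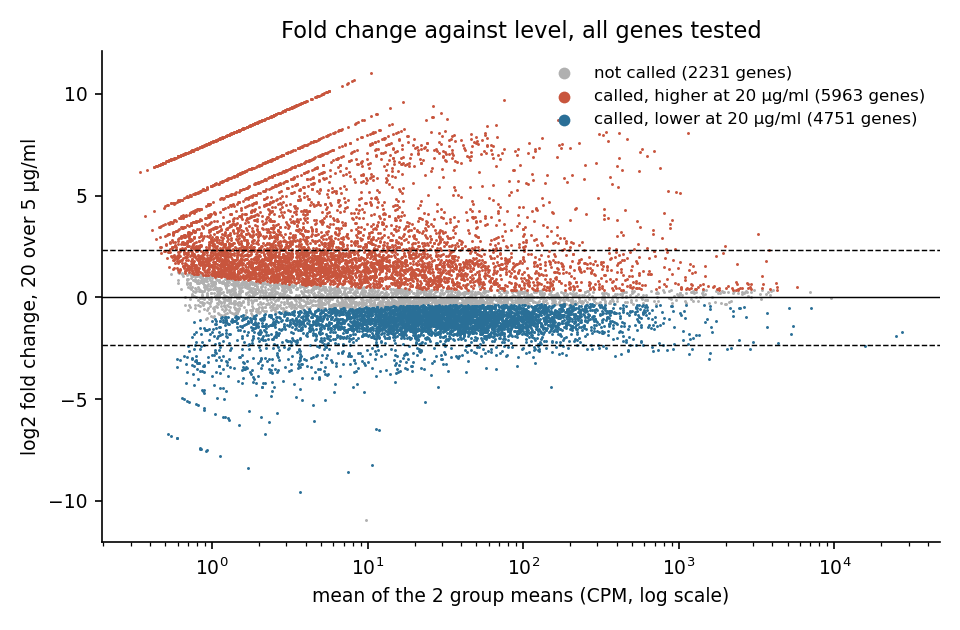
Log2 fold change of each of the 12945 tested genes (y axis, 20 over 5 µg/ml) against the mean of the group means in CPM (x axis, log scale), with called genes in color and dashed lines at 5-fold. The 5963 higher genes reach larger fold changes than the 4751 lower genes, and parallel streaks at the upper left are genes with few or no control counts.

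The study listed genes that changed more than 5-fold. Under edgeR, 2717 genes were called and more than 5-fold higher on high cholesterol, and 442 were called and more than 5-fold lower. With reference gene scaling these numbers were 4643 and 167. Of the higher genes, 393 had no counts in any control library and 1022 had 3 or fewer, so that their fitted fold changes rested on the prior count. Of the lower genes, 12 had no counts in any high cholesterol library and 49 had 3 or fewer.

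The 5 genes with the highest fitted values among well-counted genes were T22B3.3, T27A3.5, T08B6.9, F59A6.8 and *his-70* (E03A3.4). None had a count in a control library, so their fitted values rest on the prior count and set no order among them or against genes with control counts, such as *col-88* (832-fold). On a floor of 3 counts over the control group, they were at least 205-fold, 161-fold, 155-fold, 145-fold and 143-fold higher, respectively. At the other end, *hch-1* (F40E10.1) had 246 control counts and none on high cholesterol, which made it at least 91.6-fold lower. The collagen genes *col-74* and *dpy-14* had 1 and 2 counts on high cholesterol. Their count ratios were 0.00174 (95% interval 4.39e-05 to 0.00973) and 0.00253 (0.000306 to 0.00917). The C-type lectin gene *clec-266* had a log2 fold change of -6.53 and *cut-3* one of -6.49. Without control A the fitted log2 fold changes moved to -10.18 for *hch-1*, -9.24 for *col-74* and -7.22 for *cut-3*, and without control B with C to -8.29, -7.17 and -4.96, and to -7.30 for *dpy-14*. Without high cholesterol B, which held the only high cholesterol count of *col-74*, the fitted value of that gene was -10.60. This value and those of *hch-1*, which had no high cholesterol counts, rest on the prior count. They give no size of the decrease. Without high cholesterol A the fitted log2 fold change of *clec-266* was -7.36. The call of *cut-3* was lost without high cholesterol library A (edgeR adjusted p 0.0627) or C (0.0604), in a range of 5.73e-22 to 0.0627 over all alternatives. Its CPM was 7.89 in control A and 36.9 in control B with C.

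By p-value, the 5 leading higher genes were the collagen genes *col-133*, *col-161*, *col-12*, *col-97* and *col-88*, with log2 fold changes of 8.73, 7.35, 7.20, 6.53 and 9.70. Without control B with C, *col-133* was at 9.38 and *col-88* at 10.42. For *col-133* (F52B11.4) the level was 0.718 ± 0.326 CPM (SD, n = 2) in control and 334.8 CPM on average (n = 3) on high cholesterol, with an adjusted p of 8.64e-29 in edgeR. The 5 leading lower genes were *cav-1*, C01G6.3, R04D3.3, *inx-3* and *clec-266*. The caveolin gene *cav-1* (T13F2.8) fell from 45.5 ± 10.5 CPM (SD, n = 2) to 1.29 CPM on average (n = 3), a log2 fold change of -5.14 with an adjusted p of 8.00e-23 in edgeR.

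The next comparison concerned immune and metabolic genes. The study's immune list had 67 genes, of which 64 were tested and all 64 were called higher, with a median log2 fold change of 3.92. Their summed level was 136.2 ± 7.9 CPM (SD, n = 2) in control and 1620 ± 102.4 CPM (SD, n = 3) on high cholesterol. In the metabolic list 93 of 97 genes were tested and all 93 were called higher, with a median of 3.83. In the list of PMK-1-dependent genes 22 of 24 were tested and all 22 were called higher, with a median of 3.71. These lists had been chosen on the same libraries for a large increase. The camera test gave them adjusted p-values of 3.61e-17, 6.29e-19 and 1.34e-07. The preset correlation mattered most for the set tests: of the 17 lists, 12 passed under camera with the preset correlation, 16 passed under fry (all but the ribosomal list), and 0 passed under camera with an estimated correlation.

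Immune reporters chosen from general knowledge moved less. Of 15 genes, 12 were tested, 9 were called higher and 0 lower, with a median log2 fold change of 1.25 and a camera adjusted p of 0.0201. Among the 9 that the study's immune list did not hold, 6 were called higher and the median was 0.95. The lysozyme gene *lys-1* rose from 165.6 ± 19.3 CPM (SD, n = 2) to 483.6 CPM on average (n = 3), a log2 fold change of 1.55. The reporter *irg-5* rose most, by 5.25, and *irg-4* rose by 3.15. The reporters *nlp-29*, *mul-1* and *sysm-1* were not called, with adjusted p-values in edgeR of 0.0741, 0.0810 and 0.637. The gene *nlp-29* was called without high cholesterol A (0.82), with reference gene scaling (1.604), with no filter (0.60), with the replicate block (0.62) and with 6 separate libraries (0.69). The gene *mul-1* was called without control C (1.31), without high cholesterol C (1.24) and with reference gene scaling (1.996), and *sysm-1* was called higher with reference gene scaling (0.87). The genes *irg-6*, *abf-2* and *clec-60* were not tested for lack of counts. The number of called genes adjusted over the list alone was the same as over all genes tested in every list but 1. The exception was the ribosomal list, with 35 genes adjusted over the list alone and 44 over all genes tested. For the study's own lists such a count is not independent evidence.

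The study used 5 PMK-1-dependent genes to assay the effect of the nuclear hormone receptor NHR-8. All 5 were called higher on high cholesterol. All 5 are also in the study's immune list, and the study named them as cholesterol dependent. Their increase is therefore no independent evidence. The log2 fold changes were 4.85 for F55G11.8, 4.62 for *pgp-5* (C05A9.1), 4.58 for C17H12.6, 3.88 for C32H11.4 and 2.41 for *gst-5* (R03D7.6). Their levels were low. Without control B the value of C17H12.6 was 5.302. The sum was 6.78 ± 0.196 CPM (SD, n = 2) in control and 76.9 ± 17.4 CPM (SD, n = 3) on high cholesterol. In the assay of the phosphatase gene *vhp-1* the study used *irg-1*, *irg-2* and *lys-6*. That assay compared RNAi-treated animals on 5 µg/ml cholesterol only, so the contrast of concentrations here does not test it. The genes *irg-1* and *irg-2* had only 2 and 3 control counts, and their count ratios were 15.2 (95% interval 3.9 to 131) and 14.6 (4.72 to 73.4). Both were called, and the fitted log2 fold change of *irg-1* moved from 3.72 to 6.74 without control A, the only control library in which it had counts. It was 2.33 without control B with C. That of *irg-2* moved from 3.76 to 3.13 without control A, to 4.64 without control C and to 7.01 without control B with C. The values of 6.74 for *irg-1* and 7.01 for *irg-2* were fitted against 0 control counts. They rest on the prior count and give no size of the increase. The gene *lys-6* was not called (log2 fold change 0.02, edgeR adjusted p 0.966), except with reference gene scaling (1.05). As a set these 3 genes had a camera adjusted p of 0.615.

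**Figure D2:**
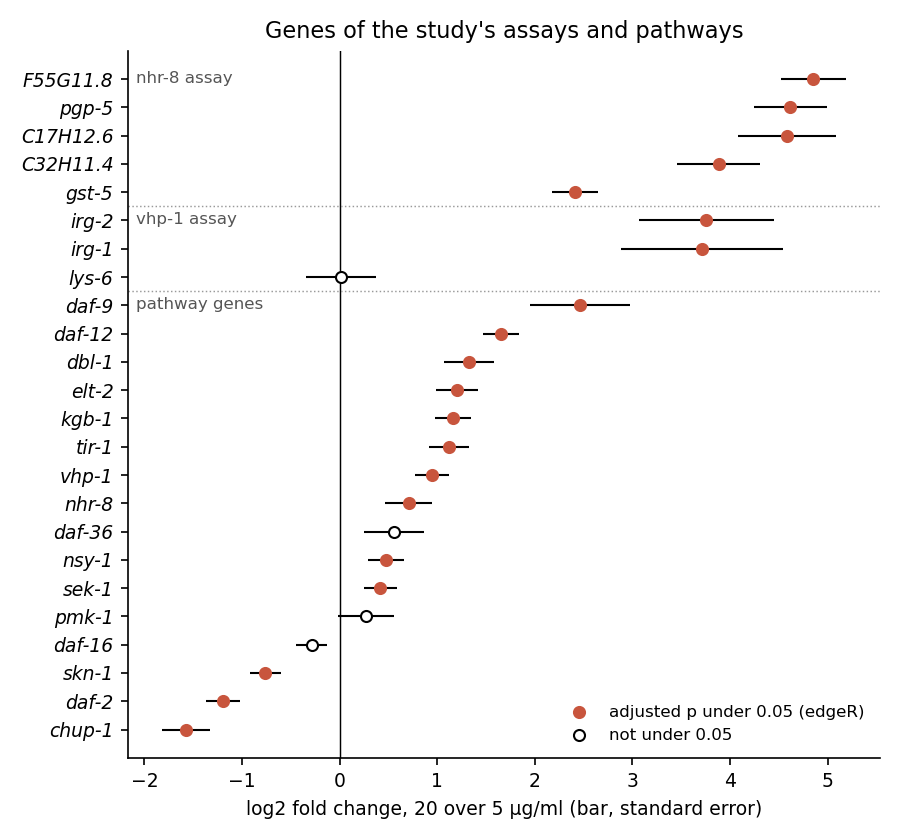
Log2 fold change (x axis, 20 over 5 µg/ml) with its standard error for each gene of the study's assays and pathways (y axis), with filled points for an adjusted p under 0.05 in edgeR. All 5 genes of the *nhr-8* assay lie above 2, while the pathway genes spread from -1.57 for *chup-1* to 2.47 for *daf-9*.

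Genes of the cholesterol and immune pathways themselves went both ways. For these pathways the study relied on survival of mutant or RNAi-treated animals, levels of active PMK-1 and the expression of dependent genes. The transcript levels of the pathway genes do not test that evidence. Of 17 genes, 16 were tested, 10 were called higher and 3 lower, with a median log2 fold change of 0.64 and a camera adjusted p of 0.652. The receptor gene *nhr-8* was higher by 0.71 (edgeR adjusted p 0.00712), from 8.89 ± 4.04 CPM (SD, n = 2) to 14.9 CPM on average (n = 3). This call was lost under DESeq2 (adjusted p 0.0606) and without control A (edgeR adjusted p 0.266). The MAP kinase gene *pmk-1* was not called (3.44 against 4.15 CPM, log2 fold change 0.27, edgeR adjusted p 0.384), except with reference gene scaling, which placed it higher (1.32). Its upstream genes *tir-1*, *nsy-1* and *sek-1* were higher by 1.12, 0.47 and 0.42. The calls of *nsy-1* and *sek-1* were lost under DESeq2 (adjusted p 0.109 and 0.132), and that of *nsy-1* also without control A (edgeR adjusted p 0.295) and that of *sek-1* without control B with C (edgeR adjusted p 0.133). Over all alternatives the adjusted p of edgeR, DESeq2 or limma ranged from 3.23e-06 to 0.266 for *nhr-8*, 1.35e-07 to 0.295 for *nsy-1* and 1.5e-07 to 0.133 for *sek-1*. The transporter gene *chup-1* was lower by a log2 fold change of -1.57, from 11.17 ± 0.514 CPM (SD, n = 2) to 3.75 CPM on average (n = 3). The insulin receptor gene *daf-2* (-1.19) and *skn-1* (-0.76) were also called lower. Under reference gene scaling the calls of *chup-1* and *daf-2* were lost and *skn-1* changed sign, to 0.28. The gene *daf-16* was not called (-0.29, edgeR adjusted p 0.0892). It was called lower with DESeq2 (adjusted p 0.0175), with DESeq2 size factors in edgeR (-0.34) and without control A (-0.47), and called higher with reference gene scaling (0.76), in a range of adjusted p from 7.84e-05 to 0.495. Of the steroid pathway genes, *daf-9* (2.47) and *daf-12* (1.66) were called higher, and *daf-36* (0.56, edgeR adjusted p 0.0868) was not. It was called without control B (0.83), with total counts (0.72), with reference gene scaling (1.62) and with 6 separate libraries (0.63). Also higher were *dbl-1* (1.33), *elt-2* (1.21), *kgb-1* (1.16) and *vhp-1* (0.95). The gene *sms-5* was not tested, with 10 control and 9 high cholesterol counts.

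The study used L4 animals to keep reproduction out of the comparison, and lists of stage and germline genes were therefore measured in the same way. All 13 oocyte and eggshell genes were called lower on high cholesterol, with a median log2 fold change of -2.52 and a camera adjusted p of 9.80e-12. Their sum was 21860 ± 140.6 CPM (SD, n = 2) in control and 4251 ± 967.9 CPM (SD, n = 3) on high cholesterol. The eggshell gene *cbd-1* (H02I12.1) alone fell from 4901 ± 154.2 CPM (SD, n = 2) to 853.7 CPM on average (n = 3). All 6 vitellogenin genes, which encode yolk proteins, were called lower, with a median of -2.04 and a camera adjusted p of 0.000181. Of 11 early embryo genes, 4 had enough counts to be tested. All 4 were called lower, with a median of -4.06. That list did not pass under camera (adjusted p 0.0518) and passed under fry (adjusted p 0.00525). Its sum was 6.65 ± 1.55 CPM (SD, n = 2) in control and 0.395 ± 0.0889 CPM (SD, n = 3) on high cholesterol.

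The opposite held for other stage lists. All 29 tested major sperm protein genes were called higher, with a median log2 fold change of 7.334. With the gene at 0 control counts set to its bound, the median was 7.325. Their sum was 3.90 CPM in control A, 34.1 CPM in control B with C, and 3205 to 4537 CPM on high cholesterol. The member with the most counts, *msp-81*, had 74 control and 14664 high cholesterol counts. All 6 L4 cuticle genes were called higher, with a median of 7.92 and sums of 7.3 and 23.5 CPM in the control libraries against 3412 to 3983 CPM. Without control A these medians were 6.74 for sperm and 7.28 for L4 cuticle, and the log2 fold change of *msp-81* moved from 7.58 to 6.88. Without control B with C these values were 9.94, 9.67 and 10.53. The blister gene *bli-1* (C09G5.6) rose by 8.11 (9.28 without control B with C). All 6 molting genes were called higher, with a median of 3.26, and *mlt-10* rose by 4.17. The 3 adult collagen genes were called higher too, with a median of 8.01 (7.39 without control A). The gene *col-19* rose from 195.6 ± 44.1 CPM (SD, n = 2) to 696.6 CPM on average (n = 3), a log2 fold change of 1.83. The genes *col-7* and *col-62* had 3 and 2 control counts, with count ratios of 277 (95% interval 94.6 to 1350) and 305 (84.2 to 2530). The fitted value of *col-7* moved from 8.01 to 7.39 without control A and to 8.89 without control B. Without control B with C it was 11.27. That value was fitted against 0 control counts, so it rests on the prior count and gives no size of the increase. Every direction given here for a stage list was the same under TMM, DESeq2 size factors, total counts and reference gene scaling.

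**Figure D3:**
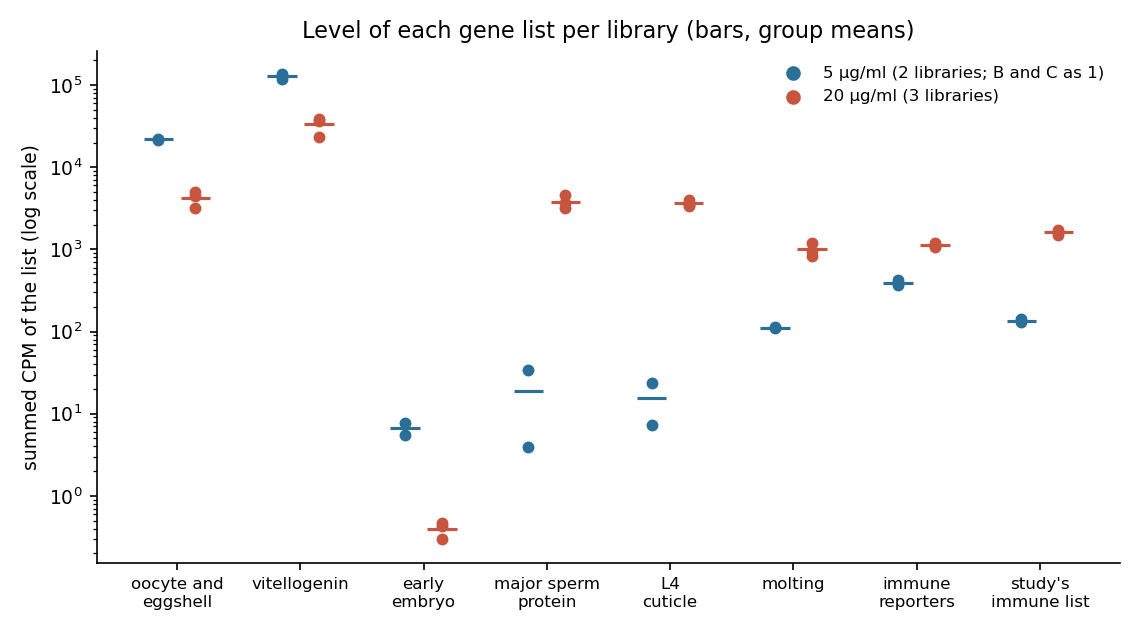
Summed CPM of each gene list (y axis, log scale) in the 2 control libraries and 3 high cholesterol libraries (points), with bars at the group means. The groups are apart in each of the lists shown, with oocyte, vitellogenin and embryo genes lower and sperm, L4 cuticle, molting and immune genes higher at 20 µg/ml.

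Among the broader families, 117 of 156 collagen genes were tested, of which 105 were called higher and 6 lower, with a median log2 fold change of 4.24. The member with the most counts, *col-122*, rose by 1.54. Of 76 ribosomal protein genes tested, 43 were called higher and 1 lower, with a median of 0.39 (camera adjusted p 0.341). This list passed under camera with limma-voom (0.0218), with the replicate block (0.0441) and with reference gene scaling (0.000515), in a range of 0.000515 to 0.857 over all alternatives. Their member with the most counts, *rps-8*, was not called (0.25, edgeR adjusted p 0.182), except without high cholesterol C (0.38), with total counts (0.38), reference gene scaling (1.29), the replicate block (0.33) or 6 separate libraries (0.37). The camera adjusted p was 2.64e-27 for sperm, 2.44e-11 for L4 cuticle, 1.73e-05 for molting, 0.00519 for adult collagen and 6.69e-32 for all collagens. It was 0.0518 for the reference genes and 0.00471 for the *nhr-8* assay genes. All 5 *nhr-8* assay genes are in the study's immune list, so their value is no independent evidence. The reference gene list passed under camera with total counts (0.0452), no filter (0.0297), DESeq2 (0.0121), limma-voom (0.0218), the replicate block (0.0354) and 6 separate libraries (0.0495). It also passed without control A (0.0379), without control B (0.0491), without control B with C (0.0499) and under fry, in a range of 0.00238 to 0.309 over all alternatives.

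**Figure D4:**
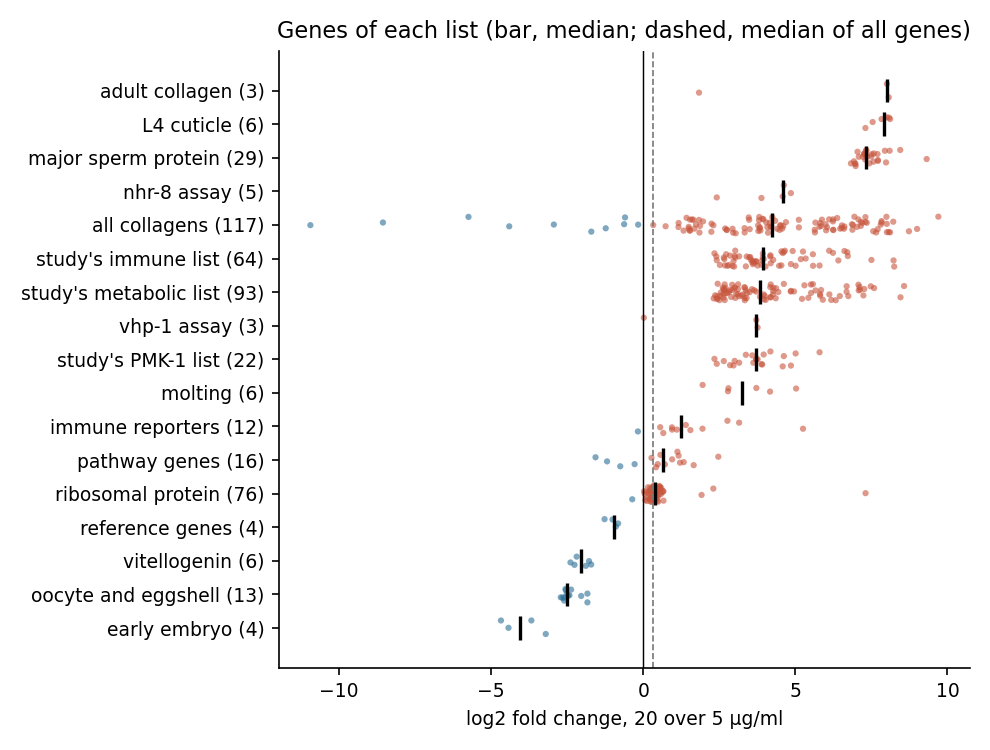
Log2 fold change (x axis, 20 over 5 µg/ml) of each tested gene of the 17 lists (y axis, number tested in parentheses), with a bar at each list median and a dashed line at the median of all genes (0.31). The medians run from -4.06 for early embryo to 8.01 for adult collagen.

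The last comparison set these results beside the authors' own. The authors' deposited table, as analysed here, held 10575 genes, of which 6818 had an adjusted p under 0.05. Of these calls of the authors' deposited table, 3742 were higher and 3076 lower on high cholesterol, and 1628 and 365 of them changed more than 5-fold. Across 8156 genes also tested here, Spearman's rho of the log2 fold changes of the authors' deposited table with those of edgeR was 0.9998, a value across genes, which are not independent replicates. Of 6580 calls of the authors' deposited table that were tested here, 98.3% were also called by edgeR in the same direction. Among its calls over 5-fold that were tested here, 99.6% were also called over 5-fold. Testing with edgeR only the genes of the authors' deposited table gave 6777 calls.

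The table covered the genes unevenly. Ordered by sequence name up to T05E12.8, the authors' deposited table held all 10315 genes that had counts in both groups and 0 of 2123 that had counts in 1 group only. Of 6706 genes with a count whose names follow, it held 260, none with more than 22 counts in all libraries together. Of 3888 such genes with at least 100 counts it held 0. The genes after that name that were not in the authors' deposited table took 29.6% of all counts. In the edgeR test, 1163 of the 2717 genes called more than 5-fold higher, and 154 of the 442 called more than 5-fold lower, were outside the authors' deposited table. The pathway genes outside it were *daf-9*, which was over 5-fold, and *kgb-1*, *skn-1*, *dbl-1*, *daf-2* and *chup-1*, which were not.

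**Figure D5:**
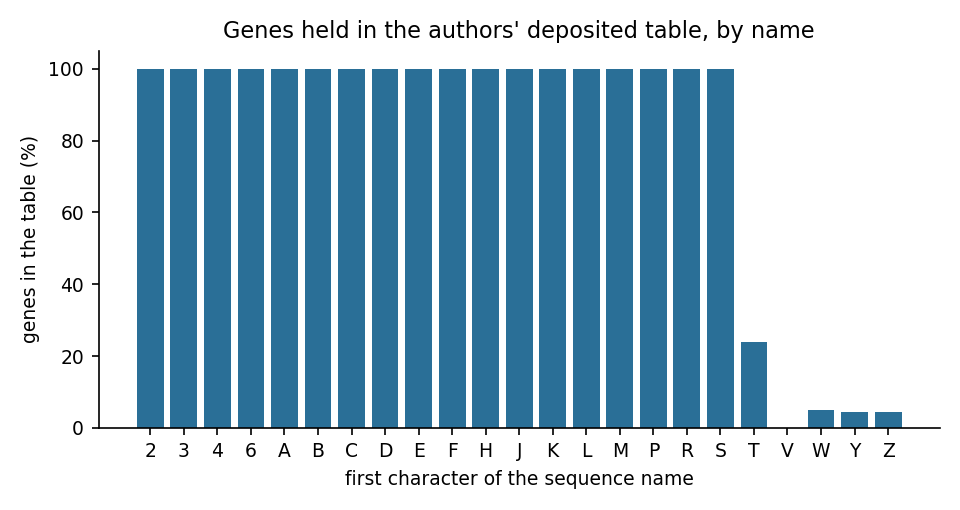
Share of genes with counts in both groups that the authors' deposited table held (y axis, percent) by the first character of the sequence name (x axis). The share was 100% for names starting with 2 to S, 24% for T and 0 to 5.07% for V to Z.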

Values the study reported

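The study reported 1,449 genes in common between those raised by 20 µg/mL cholesterol and those lowered when no cholesterol was added, each against 5 µg/mL.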

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

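The alternatives were chosen before the data were examined except counting the 6 libraries separately, leaving out the joined library of B and C and testing only genes of the deposited table. Joining B with C in the main test was also chosen afterwards, and the 6 separate libraries were the planned design. Of the 12945 genes tested, 10714 were called and 3159 changed more than 5-fold.

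Most results kept their direction and their side of the threshold. For the 100 named genes this held in 1689 of 1737 values under the alternatives, and for the 17 lists in 297 of 332. When each library was left out in turn (B, C and the joined library of both among them), the number of genes called ranged from 9754 to 10613, with 5512 to 5987 higher and 4170 to 4807 lower. Those over 5-fold ranged from 2521 to 2969 higher and from 396 to 522 lower. List medians (log2) ranged from 3.78 to 4.08 for the study's immune list, 1.3 to 1.44 for immune reporters, 6.74 to 9.94 for sperm, -2.63 to -2.32 for oocyte and eggshell, -2.19 to -1.8 for vitellogenin, 7.28 to 9.67 for L4 cuticle and 3.12 to 3.45 for molting. Each of these settings kept at least 2 libraries per arm except those without control A and without the joined library, where a lone control library was assumed to vary like the other group. In these settings 684 and 1229 of the 10714 calls were lost and 0 were called in the opposite direction. The call of *nhr-8* was lost without control A.

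Among the scalings, reference genes moved the counts of genes most. They gave 1346 lower genes, 4810 genes over 5-fold, 4643 of them higher and 167 lower. Of the main calls 7308 remained, 2777 were lost and 629 were called in the opposite direction. This scaling reversed the reference gene list (0.084), *daf-16* (0.76), *skn-1* (0.28), *sysm-1* (0.87), *tba-1* (0.02), *cdc-42* (0.21) and *iscu-1* (0.15), as it adds 1.04 in the median over genes. The sign of *lys-6*, which was never called lower, changed with DESeq2 size factors (-0.041), DESeq2 itself (-0.156), limma-voom (-0.022), without control B (-0.01), without control C (-0.001) and without high cholesterol C (-0.42), and without the joined library (-0.398), and its values with 1 library left out ranged from -0.42 to 0.39. Without high cholesterol C *sysm-1* also changed sign (0.23), as it did without the joined library (0.077), over a range of -0.546 to 0.23. Across all settings the adjusted p of *lys-6* ranged from 0.031 to 0.999 and that of *sysm-1* from 0.0394 to 0.921. The cause was not tested.

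The number of genes lower by over 5-fold was 713 with no filter and 240 with at least 1 CPM in 3 libraries, and 238 with glmTreat. With only 2 control libraries, the 1 CPM filter also removes any gene under 1 CPM in all high cholesterol libraries, whatever its control counts. The genes *hch-1*, *col-74*, *dpy-14*, *clec-266* and *cut-3* could therefore not be tested there. With 2-fold in place of 5-fold, 8083 genes passed (5181 higher, 2902 lower), and with 10-fold 2014 passed, 171 of them lower. Restricted to genes of the deposited table, 6777 genes were called (3809 higher, 2968 lower) and 1847 over 5-fold (1561 higher, 286 lower), because fewer genes were tested. Of the calls that the authors deposited and that were tested in edgeR, 98.3% were also called, and of those over 5-fold 99.6% were also called over 5-fold.

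Under camera with an estimated correlation the medians are the same by construction (3.92 for the study's immune list, 1.25 for immune reporters, -2.04 for vitellogenin, -2.52 for oocyte and eggshell, 7.92 for L4 cuticle, 3.26 for molting, 7.33 for sperm), and no list passed, with adjusted p-values from 0.210 upward. Early embryo passed under fry (-4.06), total counts (-3.91), reference gene scaling (-3.05), no filter (-3.05), limma-voom (-3.78) and without control A or without high cholesterol B, in a range of medians from -4.41 to -3.64 when 1 library was left out. Its adjusted p ranged from 0.00525 to 0.348 over the settings. It could not be tested with the 1 CPM filter, nor vitellogenin without the top 1% of genes, for lack of remaining genes.

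The letters did not pair the samples: deviations from the group means correlated at 0.02, 0.04 and -0.02 for A, B and C. With the letters as a replicate block over the 6 libraries, 6204 genes were called higher and 4829 lower. Counting the 6 libraries separately without the block gave 5900 higher and 4696 lower. At this depth, genes with few counts limit the result, and 1022 of the 2717 genes over 5-fold higher had at most 3 control counts.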

Other observations

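The tests below were chosen after the results were seen, with the following exceptions. Tests of the older-animal explanation, of library depth, of a single deviating library and of other splits of the samples were written down before. The splits were run on the 5 libraries left after B and C had been joined, however. That joining was chosen after the data had been seen, so the splits as run were not those planned.

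The stage lists differed between the groups in both directions. Oocyte, vitellogenin and early embryo genes were lower on high cholesterol, and major sperm protein, L4 cuticle and molting genes were higher. A candidate explanation is that the control animals were older when collected, past the switch from sperm to oocytes, with some embryos, while the high cholesterol animals were in the L4 stage before the last molt. The prediction was that the oocyte, vitellogenin and embryo genes would be lower and the sperm genes higher. In 100% of the 52 tested genes of these 4 lists the call had that direction. The adult collagens did not follow a simple reading in which adult genes mark the control group, since all 3 were higher on high cholesterol. The paper places sharp *col-19* expression at the passage from late L4 to young adult. The rise of *col-19* therefore does not decide which group was older. Several technical explanations were argued against by the tables. The mean depth of the high cholesterol samples divided by that of the control samples was 1.002. When 1 library was left out (control A, B, C or the joined library of B and C, or 1 high cholesterol library), each stage list kept at least 88.1% of its median. Under 4 scalings the medians of the oocyte, vitellogenin and embryo lists stayed at or below -1.01 (log2) while the sperm, L4 cuticle and molting lists stayed above 0. Counts taken by a few genes would move all other genes by 1 common factor. Among genes outside the 1% with the most counts, the medians of the higher lists (sperm, L4 cuticle, molting) stayed at least 5.83 (log2) above those of the oocyte and embryo lists. This does not cover the 6 vitellogenin genes, which are all among the genes with the most counts. After the median of genes of like exon length had been subtracted, each list kept at least 86.4% of its median. A few adults or embryos mixed into otherwise equal control larvae would only dilute the larval genes, but the L4 cuticle genes were at 0.425% of their high cholesterol level in control. A mix of ages among the high cholesterol animals was not tested. Their libraries still held 23650 to 38960 CPM of vitellogenin and 3181 to 5065 CPM of oocyte and eggshell genes. An age difference stays a candidate, since these data hold no measure of stage apart from the genes. Whether these genes changed without a change of stage was not tested. If the ages did differ, it stays open whether the concentration itself shifted the timing or the plates were collected at different ages for another reason. The labels give no collection time and no batch, and either would coincide with the groups. The study itself considered small differences in larval development possible. It also reported that brood size and development did not change with or without cholesterol supplementation. No delay into young adults was observed there, and the animals seemed to become adults together. Its *col-19* reporter comparison concerned animals grown without supplementation.

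The control libraries also differed from each other in these lists, with 3.90 against 34.1 CPM of sperm genes and 7.3 against 23.5 CPM of L4 cuticle genes. The cuticle gene *cut-3*, the collagen gene *col-74* and *hch-1* were likewise lower in control A than in control B with C, at 7.89 against 36.9, 6.04 against 23.9 and 3.603 against 11.01 CPM. No explanation was tested for this.

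The overlap with genes lowered in animals grown without added cholesterol, which the study reported, was not analysed here. The immune genes rose in the same contrast, and no sample separates stage from cholesterol. Among 10000 random lists matched on expression, 6.51% had a median as high as that of the 12 immune reporters. Whether the immune increase came with a difference in stage or with the cholesterol cannot be told apart. All control libraries carry one profile of the stage lists and all high cholesterol libraries the other. It remains a hypothesis that the groups differed in stage and that part of the immune increase may belong to that difference. In the study's immune list 9 of the 64 tested genes had *abu* or *pqn* names. Their median log2 fold change was 4.91, against 3.72 for the other 55.

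Of the 10 splits of the 5 libraries into 2 and 3, 1 gave 10714 or more called genes, namely the split by cholesterol, and the other 9 gave 0 called genes in edgeR, with 0 to 585 genes at an unadjusted p under 0.05. Those 9 splits leave the difference between the concentrations inside a group, which widens its spread. With so few libraries the share cannot fall below 1 in 10, so chance cannot be excluded by this count alone.

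Control samples B and C may be 1 RNA or library counted as 2 samples. Random parts of 1 library would give a chi-square near 1 per gene at every depth. For genes with at least 10000 counts in the pair it was 1.16 per gene over 329 genes (chi-square p 0.0224), so at that depth a small excess over sampling noise was seen, against 1.01 per gene (chi-square p 0.139) for genes with at least 10 counts. The same statistic was 163.9 for control A and B and 80.3 for high cholesterol A and B. Too few counts cannot account for it, since the lowest value of any other pair within a group was 7.39 per gene at like library depth. Deeper or repeated sequencing of 1 library, a divided RNA and a divided pool of animals with no further noise were not separated by these tests.

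The gap in the deposited table by name may come from rows left out after the authors' test. A filter on low counts is argued against, since 3888 genes with at least 100 counts and names after T05E12.8 were outside the table. DESeq2 was run on all features and all 6 libraries, with a normal prior on fold changes. The Wald scores of the table differed by at most 0.00536 from those of this run, and its size factors by at most 2.72e-09 percent. Size factors computed on the genes of the table alone differed by up to 4.66 percent. Run on all features in this way, DESeq2 called 11131 genes, with 3032 higher and 645 lower over 5-fold. It is open at which step the rows were left out. The study's immune, metabolic and PMK-1 lists together held 159 genes, and 0 had names after T05E12.8. Of these genes 151 were called over 5-fold higher in edgeR, and among all genes so called 33.5% had later names, so 50.6 of the 151 would be expected there (hypergeometric p 1.93e-28, one-sided). The lists of the study may therefore have been drawn from the part of the genes that the table held, which would leave out 911 genes over 5-fold higher with later names.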
